A study of Mus musculus with 32 samples. Its data were reported in "Copy number variation in tRNA isodecoder genes impairs mammalian development and balanced translation" (2023).

How the data were processed

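ATAC-seq libraries were made from nuclei of brain and liver of wild-type mice and of 3 knockout lines on a C57BL/6N background, with 32 libraries in all. Per the labels, each library belongs to 1 tissue, 1 genotype and, where a sample number is given, 1 of 3 sequencing batches. The files analysed were the authors' deposited tables of tRNA loci and peaks. Raw reads were not used here.

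According to their methods, the authors trimmed reads with Trim Galore 0.6.4_dev, aligned them to GRCm38.p6 with Bowtie2 2.4.1 (up to 20 alignments kept per read pair, fragments up to 1000 nt), removed duplicates with Picard 2.23.8, kept alignments with a quality of at least 30, and removed blacklisted and mitochondrial reads. Fragments of at most 175 nt were kept as nucleosome-free. For the tRNA tables the authors counted reads with featureCounts 2.0.0 over each high-confidence tRNA gene of GtRNAdb with 50 nt on each side. The deposited signal at each tRNA locus is a read count that the authors divided by 1 size factor per library, estimated by DESeq2 within each comparison's table. The log2 fold changes in the deposited tables of tRNA loci were shrunken by the authors with apeglm and come with an s-value, the estimated chance that the sign is wrong, which the authors called at under 0.01. For peaks, the authors called regions with Genrich 0.6 (threshold 0.05) in each group and compared them with DiffBind 3.0.8. The deposited log2 fold and log2 concentrations of peaks, with the DESeq2 p-value and the FDR, are listed by the authors for peaks with an FDR of at most 0.05 only. Column 5 of the deposited consensus peak lists holds a score whose scale is not stated, except in the labelled Phe31 liver list, where it holds the width of the peak, and neither was used. Per the file headers the concentration of the knockout group is named Phe11 in both Phe21 tables and the Phe31 brain table as well, and it was taken as that of the knockout of each table because its difference from wild type has the sign of the fold. Peak positions are on GRCm38.p6 and count from 1.

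In each table the values of a library were whole multiples of 1 number, so whole reads were recovered by multiplying by the size factor. The total recovered was the same in every table a library entered, and the 6 libraries that occur in more than 1 table had identical reads in each after this step. For 4 columns (Phe11 brain replicates 6, 13 and 14 and Phe31 brain replicate 11) the separate check that the deposited values are whole reads over a size factor was not made, since it needs more values close to 0 than these columns hold. Depth is given as recovered reads over the 401 loci. Groups were taken from the labels. The liver columns labelled Phe31 and their wild-type columns carry no sample number, so these 6 libraries are named a, b and c within each group and were assigned by tissue and genotype alone.

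Each knockout was compared with wild type within its own table. Values were changed to log2 after adding a pseudocount of 1, and loci with a mean normalised count of at least 10 over the libraries of the table were tested with limma 3.58.1 (with trend, two-sided) in R 4.3.3. Batch was a term in the Phe11 fits, where both batches held both genotypes. P-values were adjusted by the Benjamini-Hochberg method over the loci tested, with a threshold of 0.05, and for the 7 tRNA-Phe loci also adjusted over the list alone, from a fit with no filter. The deleted locus and the sums over tRNA-Phe loci were compared with exact two-sided permutation tests of the group difference, with the smallest p that the number of libraries allows given beside them. Wild-type shares were compared with an exact two-sided sign-flip test within libraries. Ratios of few reads carry an exact conditional binomial interval at 95%. Amino-acid sets of at least 5 tested loci were tested with camera at a preset correlation of 0.01. Fold changes were correlated across loci, and calls were compared with Fisher's exact test. Where comparisons share wild-type libraries, 100 simulations of unchanged groups gave the correlation that sharing alone produces. A difference between tissues was tested with a joint quasi-likelihood fit in edgeR 4.0.16 on recovered reads. For the limma fits, the exact tests, camera and the correlations and overlaps between comparisons, the choice of model, samples, filter and threshold was made before the data were examined, as were the alternatives unless stated otherwise. The joint edgeR fit, the correlation between batches, the counting intervals and the random windows were chosen after seeing the data. The fit was tested on simulated data with known changes at the depth of each comparison.

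The alternatives were a pseudocount of 0.1 or 10, no filter or a mean of at least 30, TMM over the loci other than tRNA-Phe, equal library totals, limma without trend, edgeR and DESeq2 1.42.0 on recovered reads, fits without the batch term or within 1 batch, and fits that left out each library in turn. Other s-value thresholds (0.05 and 0.001), a stricter FDR (0.01), a fold of at least 1, and overlap of at least 50% of each peak were tried for the authors' tables. A loess correction along the level of the loci (span 0.7, 3 rounds), edgeR without a batch term in Phe11, the averaging of wild-type liver replicates 1 and 22, the batch correlation without them and the fits over libraries whose number occurs in both tissues were chosen after seeing the data. In the Phe11 liver comparison the exact tests and limma calls are given with 4 wild-type libraries and, where stated, with these replicates as 1 sample.

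The loci named are the 7 tRNA-Phe loci in each comparison, the loci that the study's text names in Phe11 brain, and in each comparison up to 3 raised and 3 lowered loci with the largest change among those called whose groups do not overlap. The peaks named are among those with the largest fold in each table or lie on tRNA genes. The peaks on chromosomes 7 and 8 in the closing part were chosen after their values were seen. Overlaps were computed with bedtools 2.31.1, with 1 bp as the minimum. Gene positions came from a RefSeq annotation of GRCm38.p6. Random windows and random sets of loci were drawn 10000 times. Further calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9.

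The annotation does not pair the GtRNAdb names of loci with positions, so the planned test of tRNA loci near the deleted gene was not run, and peaks on tRNA genes are named by gene symbol. The GRCm39 genome was not used here, since the positions are on another build. No new test of peaks was made, because the deposited peak tables hold group means and not values per library.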

Results

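Chromatin accessibility was measured by ATAC-seq (an assay in which a transposase cuts and tags open DNA) in brain and liver of wild-type mice and of mice lacking 1 of 3 genes for the phenylalanine tRNA, tRNA-Phe-GAA-1-1, 2-1 or 3-1. The knockout groups are called Phe11, Phe21 and Phe31. The 32 libraries comprised 5 wild-type brains, 7 wild-type livers, 4 Phe11 brains, 4 Phe11 livers and 3 libraries from each tissue of Phe21 and of Phe31. Each library had a value at 401 tRNA loci. The 15 brain libraries held between 20315 and 35565 reads over these loci, with a median of 26173. The 17 liver libraries held between 4719 and 23754 reads, with a median of 9329. The mean was 66.6 reads per locus and library in brain and 25.3 in liver. In Phe11 brain, Phe21 brain and Phe21 liver every knockout library held more of these reads than every wild-type library of its comparison. Every liver library labelled Phe31 held fewer than each wild-type library it was compared with. Depth and genotype therefore go together in these comparisons. Wild-type liver replicates 1 and 22 had closer counts than independent sampling gives and are counted as 1 sample in the means of single loci in Phe11 liver below.

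The first question was how accessibility is divided among the 7 tRNA-Phe loci of wild-type mice. In brain the locus with the highest normalised count was 1-1, which held 24.3% ± 2.58 (SD, n = 4) of the sum over the 7 loci. It was higher than each of the other 6 loci in 4 of 4 libraries (exact two-sided sign-flip permutation test, p = 0.125 at n = 4, the smallest possible). The lowest was 2-1, with 2.21% ± 0.70 (SD, n = 4). In liver the highest was 1-5, with 29.7% ± 2.46 (SD, n = 3), and it was higher than each other locus in every sample (exact two-sided sign-flip permutation test, p = 0.25 at n = 3, the smallest possible). In liver 2-1 was again the lowest, with 1.49% ± 0.70 (SD, n = 3). Both batches of wild-type liver in that table had 1-5 as the highest locus, at 29.8% in batch 1 and 29.3% in batch 2. The 3 wild-type livers that were compared with the libraries labelled Phe31 differed from this. By elimination from the labels these are the wild-type livers of batch 3, so the difference goes with batch. In these livers 1-4 held 26.4% ± 2.54 (SD, n = 3) and 1-5 held 13.6% ± 3.73 (SD, n = 3). The study's text puts 1-1 and 1-2 highest and 2-1 lowest in brain and in liver. Here 2-1 was also the lowest, but the order of the others differed. In liver 1-5 or 1-4 was the highest, and in brain 1-3 (20.1%) lay above 1-2 (17.7%).

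The second question was whether the deleted locus lost its signal. In Phe11 brain the mean normalised count at 1-1 was 107.8 ± 9.29 (SD, n = 4) in wild type and 36.7 ± 5.83 (SD, n = 4) in the knockout, which left 34.0%. The log2 change was -1.54 and every knockout library lay below every wild-type library (exact two-sided permutation test, p = 0.0286 at 4 against 4, the smallest possible). Within batch 1 the log2 change was -1.34 and within batch 2 it was -1.74. In Phe21 brain the count at 2-1 was 8.72 ± 5.93 (SD, n = 3) in wild type and 0.611 ± 1.06 (SD, n = 3) in the knockout. These values rested on 23 reads in wild type and 2 reads in the knockout, so the knockout kept 7.24% by reads with a 95% counting interval from 0.828% to 29.3%. The log2 change of -2.49 moved with the pseudocount, from -4.64 with 0.1 to -0.77 with 10. In Phe31 brain the count at 3-1 was 45.8 ± 3.13 (SD, n = 3) in wild type and 2.20 ± 1.1 (SD, n = 3) in the knockout, which left 4.82% (133 and 7 reads). The log2 change was -3.93 with an adjusted p of 5.37e-06 by limma (-4.46 with a pseudocount of 0.1 and -2.20 with 10). In Phe21 and in Phe31 brain all knockout libraries lay below all wild-type libraries, for which the exact two-sided permutation p was 0.1 at 3 against 3, the smallest possible. In Phe21 brain the lowest wild-type value was 1.92 and the highest knockout value 1.83, each from 2 reads. Their order there rests on the size factors alone.

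In Phe11 liver the count at 1-1 was 22.8 ± 3.57 (SD, n = 3) in wild type and 3.18 ± 1.67 (SD, n = 4) in the knockout, which left 14%. The log2 change was -2.54 with 4 wild-type libraries and -2.59 with replicates 1 and 22 counted once (exact two-sided permutation test, p = 0.0286 either way, the smallest possible, n = 3 or 4 against 4). It was -2.37 within batch 1 and -2.71 within batch 2, and over both it was -2.91 with a pseudocount of 0.1 and -1.28 with 10. In Phe21 liver the count at 2-1 was 2.94 ± 1.56 (SD, n = 3) in wild type and 0.201 ± 0.347 (SD, n = 3) in the knockout. This rested on 7 reads and 1 read, and the share kept was 8.92% by reads with a 95% counting interval from 0.198% to 69.5%. The exact permutation p was 0.1, the smallest possible at n = 3. The liver libraries labelled Phe31 kept their 3-1 locus. The count there was 12.9 ± 2.87 (SD, n = 3) in wild type and 9.74 ± 0.791 (SD, n = 3) in the libraries labelled Phe31, which was 75.4% of wild type (50 and 23 reads, 95% counting interval of the share by reads 44.1% to 126%). The ranges overlapped and the exact two-sided permutation p was 0.2 at n = 3. The log2 change was -0.35, and it was -0.44 under TMM and -0.52 without wild-type c. For both of the latter the exact permutation p was 0.1, the smallest possible, so the overlap depended on the scaling and on 1 library. The locus that lost its signal in these libraries was 1-1, where the count was 7.54 ± 2.76 (SD, n = 3) in wild type and 0.751 ± 1.30 (SD, n = 3) in the libraries labelled Phe31. This was 29 reads against 2 reads, a share kept of 11.4% by reads with a 95% counting interval from 1.31% to 44.9%, and the exact permutation p was 0.1, the smallest possible at n = 3. All results for liver Phe31 are therefore given for the libraries labelled Phe31, and do not describe the loss of 3-1. Intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

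**Figure D1:**
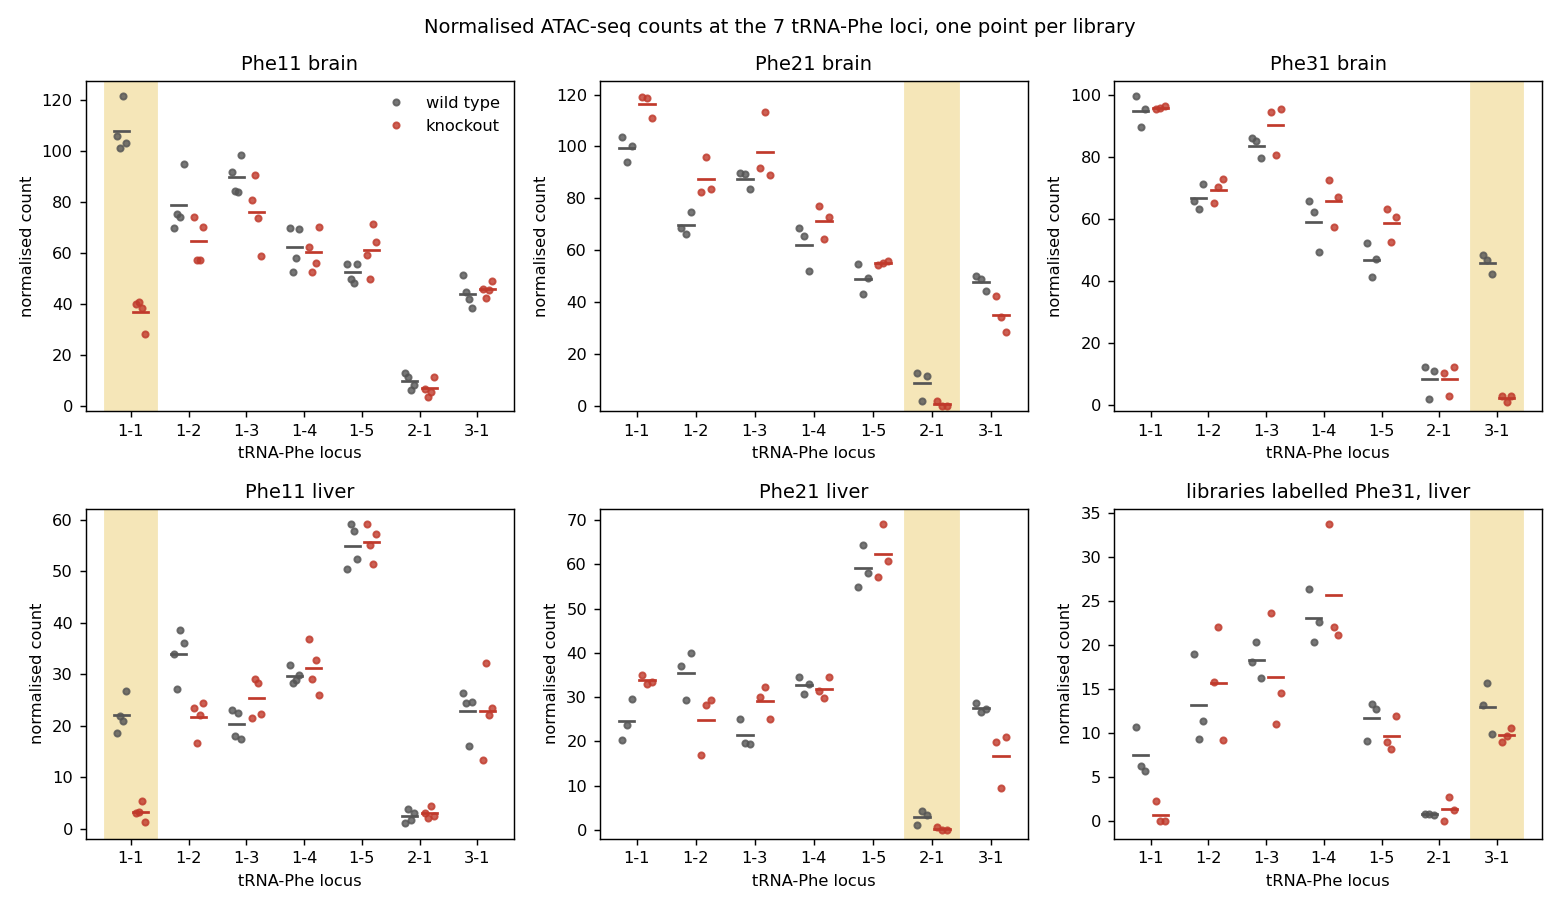
Normalised ATAC-seq count (vertical axis) at each of the 7 tRNA-Phe loci (horizontal axis) in the 6 comparisons; each point is a library, grey for wild type and red for knockout, bars are means, all wild-type libraries are drawn, and the shaded locus is the one the genotype label names. All knockout libraries lie below all wild-type libraries at the shaded locus in 5 panels, and in the liver libraries labelled Phe31 the ranges overlap at 3-1 while 1-1 falls from 7.54 to 0.751.

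The third question was whether the remaining tRNA-Phe loci gained accessibility when 1 was lost. Over the 6 intact loci the sum of normalised counts in Phe11 brain was 93.4% of wild type (exact two-sided permutation test, p = 0.229, n = 4 against 4). With the deleted locus included the sum was 79.0% of wild type (exact permutation p = 0.0286, the smallest possible, n = 4). In Phe11 liver the sum over the 7 loci was 87.5% of wild type (exact permutation p = 0.0286, the smallest possible) and the sum over the 6 intact loci was 97.3% (exact permutation p = 0.143), with 4 libraries per group. With wild-type replicates 1 and 22 counted once these sums were 87.4% (exact permutation p = 0.0286, n = 3 against 4) and 97.7% (exact permutation p = 0.229). In Phe21 brain the sum over the 6 intact loci was 111% of wild type, with no overlap between the groups (exact permutation p = 0.1, the smallest possible at n = 3), and over the 7 loci it was 109% (exact permutation p = 0.2). In Phe31 brain the 6 intact loci came to 108% (exact permutation p = 0.2, n = 3) and the 7 loci to 96.4% (exact permutation p = 0.6). In Phe21 liver the 6 intact loci came to 99.0% (exact permutation p = 0.7, n = 3) and the 7 loci to 97.6% (exact permutation p = 0.6). Under TMM the Phe21 liver sums were 105% for the 6 loci and 103% for the 7, a move larger than the spread between replicates. In the liver libraries labelled Phe31 the 7 loci came to 90.6% of wild type (exact permutation p = 0.4, n = 3) and the 6 loci other than 3-1 to 93.2% (exact permutation p = 0.6).

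Single intact loci differed as follows. In brain none of the intact tRNA-Phe loci tested had an adjusted p under 0.05 by limma over all loci tested in Phe11, Phe21 or Phe31 with all libraries. In Phe11 brain 1-2 passed without wild-type replicate 1, with a log2 change of -0.32, and without Phe11 replicate 5, with -0.37. Adjusted over the list alone, 3 loci passed in Phe21 brain. These were 1-1 at 117% of wild type, 1-2 at 125% and 3-1 at 73.2%, each with an adjusted p of 0.0470 by limma adjusted over the list alone and each with no overlap between groups in 3 against 3 libraries. Over all 253 loci tested their adjusted p by limma was 0.238, 0.168 and 0.187. In Phe11 liver 1-2 was at 65.4% of wild type, with an adjusted p of 0.0157 by limma and 0.00575 adjusted over the list alone. This call was lost without any 1 of wild-type replicates 1 and 22 and Phe11 replicates 6 and 20. In Phe21 liver 3-1 was at 60.8% of wild type, with a log2 change of -0.76 and an adjusted p of 0.0404 by limma (0.0149 adjusted over the list alone). Without Phe21 replicate 8 the log2 change was -0.41 and the call was lost, as it was without any 1 of the 3 wild-type libraries. Also in Phe21 liver 1-2 was at 70.0% of wild type, with an adjusted p by limma of 0.0925 over all loci and 0.0369 adjusted over the list alone. Its log2 change of -0.53 ranged from -0.66 to -0.28 in fits that left out 1 library. The loci 1-1 and 1-3 were at 138% and 137% in Phe21 liver, and neither passed either adjustment. In Phe31 brain 1-5 was at 125% of wild type without overlap (exact two-sided permutation test, p = 0.1 at n = 3). In Phe11 liver 1-3 was at 130% (exact permutation p = 0.171). Among lowered loci of Phe11 brain, 1-2 was at 82.3% and 1-3 at 84.7% (exact permutation p = 0.114 for each). The study chose these 7 genes before this measurement, so the list was not selected on these samples. The list includes the deleted locus, whose loss was fixed by design. This can ease the adjustment over the list alone for the intact loci, which matters most where the adjusted p lies near 0.05.

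Across all tRNA loci, the question was whether other tRNA genes changed when a tRNA-Phe gene was lost. In Phe11 brain 74 of the 263 loci tested had an adjusted p under 0.05 by limma, 39 higher and 35 lower. The setting that moved this count most was the restriction to batch 1, which gave 6, while batch 2 alone gave 61. Of the 263 loci, 27.8% had groups that did not overlap, where chance gives 2.86%. Depth went with genotype here, with 20315 to 24351 reads in wild type and 25774 to 35565 in the knockout. The median normalised count per library was 34.5 to 37.6 in wild type and 41.8 to 47.4 in the knockout. An effect of depth apart from genotype was not tested. The deleted 1-1 was called, with an adjusted p of 4.61e-11 by limma. The 3 loci raised most were tRNA-Lys-TTT-3-1 with a log2 change of 1.36, tRNA-Gly-GCC-1-2 with 1.29 and tRNA-Gln-CTG-1-1 with 1.26. The lowered loci with the largest change were tRNA-Cys-GCA-4-10 with -1.92 and tRNA-Cys-GCA-4-12 with -1.58, followed by 1-1. None of these 5 loci other than 1-1 was past the threshold within batch 1 alone, and tRNA-Gly-GCC-1-2 was not past it after a loess correction along the level of the loci. The study's text names tRNA-Leu-CAA-4-1, which rose by 1.15 ± 0.15 (log2, SE) with an adjusted p of 1.16e-06 by limma, and tRNA-Leu-TAA-3-1, which rose by 1.15 ± 0.15 (log2, SE) with an adjusted p of 1.09e-06 by limma. Both were named on these samples, so their calls are not independent evidence. Of the 29 loci of the tRNA-Cys-GCA-4 family 4 had enough signal to be tested, and 3 of these were lowered (4-10, 4-12 and 4-13). The median log2 change of the 4 was -1.55, and it was -1.54 under TMM, -1.51 with equal library totals and -1.89 after the loess correction, under which all 4 were lower. It was -1.19 in batch 1 alone, -1.72 in batch 2 alone and -0.95 with a pseudocount of 10.

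In Phe21 brain 0 of the 253 loci tested had an adjusted p under 0.05, with 43 at an unadjusted p under 0.05. Without Phe21 replicate 7 there were 7 calls and without wild-type replicate 2 there was 1. The share of loci without overlap was 24.1%, where chance gives 10%. In Phe31 brain 2 of the 258 loci tested were called by limma, both lower, with 11.2% of loci without overlap. One was the deleted 3-1 and the other was tRNA-Leu-AAG-1-2 with a log2 change of -0.52 and an adjusted p of 0.0397 by limma. The call at tRNA-Leu-AAG-1-2 was lost without any 1 of wild-type replicates 1, 2 and 3 and Phe31 replicates 10 and 11.

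In Phe11 liver 25 of the 207 loci tested were called by limma, 11 higher and 14 lower. This balance was not stable, with 1 higher and 10 lower under DESeq2, 1 and 7 in batch 1 alone, 0 and 6 in batch 2 alone, 2 and 12 without Phe11 replicate 6 and 18 and 14 without wild-type replicate 3 or 24. With replicates 1 and 22 averaged as 1 sample there were 22 calls, 7 higher and 15 lower, of which 21 were shared. The share of loci without overlap was 13%, where chance gives 2.86%. The lowered loci with the largest change were 1-1 with a log2 change of -2.54, tRNA-Ala-TGC-4-1 with -2.25 (adjusted p 4.84e-12 by limma) and tRNA-Asp-GTC-1-7 with -2.18 (adjusted p 3.76e-18 by limma). The raised loci with the largest change were tRNA-Asp-GTC-1-5 with 0.84, tRNA-Leu-TAG-2-1 with 0.71 and tRNA-Pro-CGG-1-1 with 0.60. In 1 or more fits that left out a library, tRNA-Leu-TAG-2-1 (without Phe11 replicate 6) and tRNA-Pro-CGG-1-1 (without wild-type replicate 1 or 22 or Phe11 replicate 6 or 20) lost their calls.

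In Phe21 liver 27 of the 201 loci tested were called by limma, 17 higher and 10 lower, and 31.3% of loci had groups without overlap, where chance gives 10%. The direction of the majority depended on the scaling, with 28 higher and 9 lower under TMM and 10 higher and 19 lower after a loess correction along the level of the loci. The raised loci with the largest change were tRNA-Asp-GTC-1-5 with a log2 change of 0.97, tRNA-Pro-CGG-1-1 with 0.96 and tRNA-Ala-TGC-3-1 with 0.95 (adjusted p 3.36e-08 by limma). The lowered loci with the largest change were tRNA-Ser-GCT-3-1 with -1.41 (adjusted p 8.42e-08 by limma), tRNA-Lys-CTT-3-6 with -1.22 and tRNA-Lys-TTT-1-2 with -1.21. The calls at tRNA-Lys-CTT-3-6 and tRNA-Lys-TTT-1-2 were lost in several of the fits that left out 1 library.

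In the liver libraries labelled Phe31, 19 of the 178 loci tested were called by limma, 3 higher and 16 lower, and 23.6% of loci had groups without overlap, where chance gives 10%. Without any 1 library the count was between 6 and 14. The lowered loci with the largest change were tRNA-Asp-GTC-1-7 with a log2 change of -1.53 (adjusted p 6.01e-04 by limma), tRNA-Arg-TCG-2-1 with -1.11 and tRNA-Arg-CCT-1-1 with -0.90. The raised loci were tRNA-Arg-TCG-4-1 with 0.98, tRNA-Gln-TTG-3-2 with 0.76 and tRNA-Ser-GCT-4-3 with 0.74. Of these 6 loci, tRNA-Asp-GTC-1-7 alone kept its call in all 6 fits that left out 1 library. The locus 1-1 had a mean under the filter and was not tested over all loci, and its adjusted p by limma over the list alone was 4.70e-04.

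**Figure D2:**
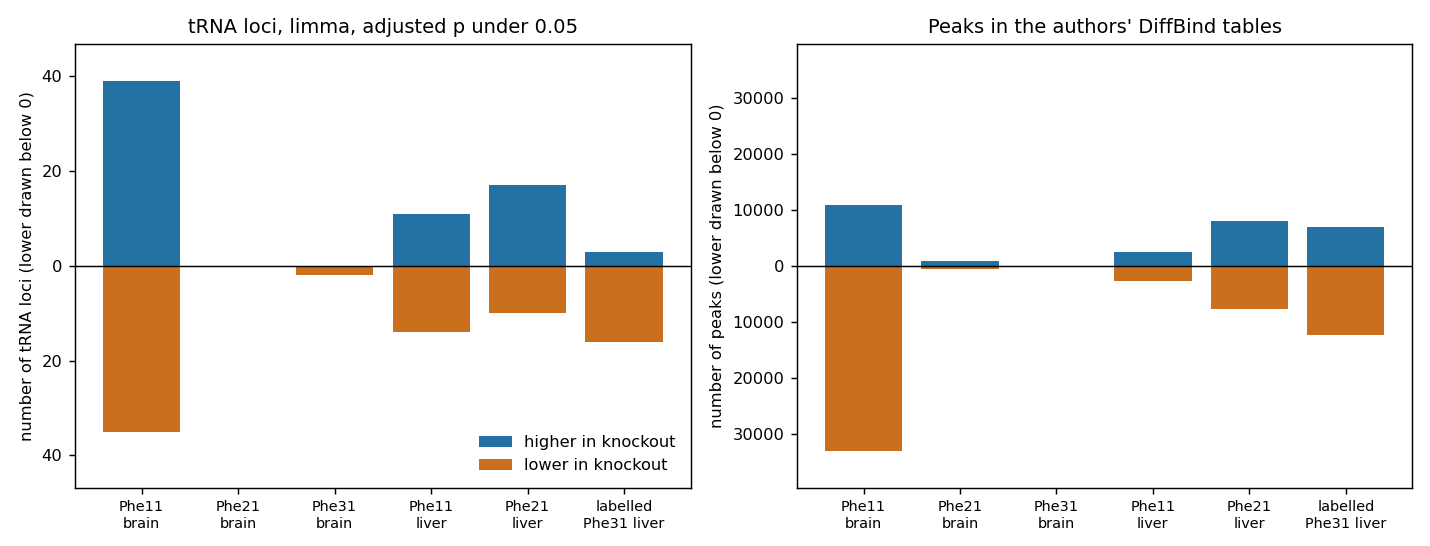
Number of tRNA loci with an adjusted p under 0.05 by limma (left) and number of differential peaks in the authors' tables (right) in the 6 comparisons, with those higher in the knockout drawn above 0 and those lower drawn below 0. Phe11 brain has the highest number in both panels, with 74 loci and 43849 peaks.

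On simulated data with 40 changed loci per comparison, the share of changes of 1 (log2) that the fit recovered was 96.0% in Phe11 brain, 92.8% in Phe21 brain, 93.3% in Phe31 brain, 91.0% in Phe11 liver, 89.5% in Phe21 liver and 79.3% in the labelled Phe31 liver. For changes of 0.5 it was 78.0%, 70.0%, 63.0%, 46.5%, 43.1% and 23.9% in the same order. Wrong calls were between 2.27% and 4.44% of all calls. The simulated libraries differed only by depth, by noise that depended on the level of a locus and by the changes put in. They held no effect of batch, background or single libraries, so these shares need not hold for the real libraries.

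Sets of loci were tested by amino acid. None of the 124 sets passed an adjusted p of 0.05 by camera with a preset correlation of 0.01, and 9 had an unadjusted p under 0.05. With an estimated correlation the count was 0, and under fry it was 11.

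The fold changes of all tested loci were set against each other between comparisons, across loci, which are not independent replicates. Comparisons against the same wild-type libraries correlate by chance, and groups simulated without any change gave a mean r of 0.34 for Phe11 and Phe21 brain, 0.33 for Phe11 and Phe31 brain, 0.53 for Phe21 and Phe31 brain and 0.49 for Phe11 and Phe21 liver. The observed r was -0.24, 0.17, 0.27 and 0.20 in the same order, below the simulated mean in each case with the main filter. For Phe11 and Phe31 brain the value (0.173) lay within the simulated range of 0.170 to 0.469. That r was 0.37 with a mean of at least 30. No groups were simulated with that filter, so its place against a simulated mean is not known there. Phe11 brain and Phe11 liver, which share no library, had an r of 0.38 and shared 10 called loci, all 10 in the same direction (Fisher's exact test, adjusted p over the 15 pairs of comparisons 0.471). Without the tRNA-Phe loci, among which 1-1 is deleted in both, the r was 0.27 with 9 shared. Phe11 liver and the labelled Phe31 liver, which share no library, had an r of 0.35 and shared 5 called loci, 4 in the same direction (Fisher's exact test, adjusted p 0.272). Phe11 liver and Phe21 liver shared 8 called loci, 6 in the same direction (Fisher's exact test, adjusted p 0.0768). Other pairs went either way. Phe11 brain and Phe21 liver had an r of -0.22 and shared 10 called loci, 2 in the same direction (Fisher's exact test, adjusted p 0.548). Phe21 liver and the labelled Phe31 liver shared 4, 0 in the same direction, and Phe11 brain and the labelled Phe31 liver shared 7, all 7 in the same direction (Fisher's exact test, adjusted p 0.594 for each). The fold changes of the batches of Phe11 brain, which share no library, correlated with an r of 0.76, where other groupings of the same libraries reached at most 0.21 in absolute value. In Phe11 liver the r was 0.76, but wild-type replicates 1 and 22, in different batches, may share reads. It was 0.62 without replicate 1, 0.66 without replicate 22 and 0.63 without both. Other groupings, with both replicates in, reached at most 0.37 in absolute value. This correlation was chosen after the data had been examined.

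Whether the change differed between brain and liver was tested with a joint edgeR fit chosen after the data had been examined. The change differed at 21 of 205 loci for Phe11, at 12 of 198 for Phe21 and at 11 of 180 for Phe31, where the liver libraries are those labelled Phe31.

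The authors' deposited table of shrunken fold changes listed 62 loci with an s-value under 0.01 in Phe11 brain, 26 higher and 36 lower, and 58 of these were also called by limma. The authors' deposited table listed 1 locus in Phe21 brain (higher) and 1 in Phe31 brain (3-1), and limma called 0 and 1 of these. For liver the authors' deposited table listed 23 loci in Phe11 (5 higher, 18 lower), 21 in Phe21 (12 higher, 9 lower) and 4 in the labelled Phe31 libraries (0 higher), of which limma called 18, 17 and 4. In the authors' deposited table for the labelled Phe31 liver, the shrunken log2 change was -0.03 at 3-1 (s-value 0.318) and -0.06 at 1-1 (s-value 0.254).

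Genome-wide, the authors' deposited table of differential peaks (DiffBind, FDR of at most 0.05) listed 43849 of 269579 consensus peaks in Phe11 brain. Of these 75.2% were lower in the knockout. The authors' deposited table listed 1558 of 219157 peaks in Phe21 brain, 934 higher and 624 lower, and 1 of 215211 in Phe31 brain. That peak lay at chromosome 13, 21882802 to 21883242 (GRCm38.p6), over the tRNA-Phe gene n-TFgaa1, and had a log2 fold of -3.43 and an FDR of 1.44e-06 in the authors' deposited table. In liver the authors' deposited table listed 5214 of 125852 peaks in Phe11, 15644 of 108912 in Phe21 and 19201 of 101338 in the labelled Phe31 libraries. The lowered share in liver was 52.9%, 49.2% and 63.9% in the same order. With an absolute fold of at least 1 as well, 375 of 913, 712 of 817 and 814 of 1423 were lowered in the authors' deposited table, so the direction of the majority in Phe11 and Phe21 liver depended on the threshold.

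The peak with the largest fall in Phe11 brain, Phe21 brain, Phe11 liver and Phe21 liver lay within Zfp932 on chromosome 5 (109996128 to 109996807 in Phe11 brain), with a log2 fold of -7.49, -10.46, -8.57 and -9.00 in the authors' deposited table. In the labelled Phe31 liver the peaks raised most lay in or near Etnppl on chromosome 3, with a log2 fold of 4.69 for the first (130626733 to 130629590) in the authors' deposited table. The peak lowered most there lay over Serpina3k on chromosome 12 (104342973 to 104349275), with a log2 fold of -4.82 in the authors' deposited table.

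Of the 430 tRNA genes annotated, differential peaks on tRNA genes numbered 37 in Phe11 brain (28 higher), 0 in Phe21 brain, 1 in Phe31 brain, 25 in Phe11 liver (21 higher), 28 in Phe21 liver (23 higher) and 16 in the labelled Phe31 liver (5 higher) in the authors' deposited table. The 7 annotated tRNA-Phe genes, n-TFgaa1 to n-TFgaa7, are each 73 bp long and overlap no other annotated gene. The names 1-1 to 3-1 are not paired with these symbols in the annotation used, so peaks are given by symbol. On n-TFgaa7 (chromosome 5, 125406055 to 125406127, nearest protein-coding gene Dhx37 at 7620 bp) the peak had a log2 fold of -0.52 in Phe11 brain (FDR 8.80e-09) and -1.79 in Phe11 liver (FDR 1.07e-29) in the authors' deposited table. In both comparisons this peak also covered the aspartate tRNA gene n-TDgtc15, so its fold is not that of n-TFgaa7 alone. Within 10 kb of n-TFgaa7, where 2 tRNA genes for alanine with anticodon TGC and 2 for aspartate with anticodon GTC also lie, 5 of 7 peaks were lowered in Phe11 liver, a number reached by 0.12% of 10000 random windows and a share reached by 0.46%. In the labelled Phe31 liver 3 of 7 peaks there were lowered, a number reached by 3.24% of random windows and a share reached by 10.2%, and no peak within 10 kb of n-TFgaa1 was lowered (0 of 2).

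Consensus peaks were largely shared between comparisons of the same tissue at an overlap of 1 bp. Of the Phe11 brain peaks 78.6% overlapped a Phe21 brain peak and 77.7% a Phe31 brain peak. Of the Phe21 brain peaks 94.0% overlapped a Phe31 brain peak. In liver 80.0% of the Phe11 peaks overlapped a Phe21 peak and 72.0% a peak of the labelled Phe31 comparison, and 81.4% of the Phe21 peaks overlapped one of the latter. Differential peaks shared by Phe11 and Phe21 liver, which had 3 wild-type libraries in common, went the same way in 98.0% of 2175 pairs. Between Phe11 liver and the labelled Phe31 liver, which had none in common, 17.8% of 2089 pairs went the same way, and between Phe21 liver and the labelled Phe31 liver 11% of 5208 did. For Phe11 and Phe21 brain it was 84.3% of 594 pairs, with 2 wild-type libraries in common. The direction that shared controls alone would give was not simulated for peaks.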

Values the study reported

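The study reported an average of more than 9000 cuts per tRNA gene in its tRNA-focused analysis of the ATAC-seq data.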

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

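The joint edgeR fit was chosen after the data had been examined, the tests of depth, batch, background, shared reads, wild-type shares, stock and label in this part were chosen only after the result was seen, and the counts of other splits of the tissue difference were not.

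Of 46 groups of 4 to 10 libraries, 2 had a library far from the others, and chance marks about 1 in 20 groups. The first was the number of recovered tRNA reads in Phe11 liver, where replicate 21 had 23754 reads and the others had between 9364 and 11184. If this deeper library carried the calls of that comparison, most would be lost without it, but 20 of the 25 loci called were still called without replicate 21. The second was tRNA-Asp-GTC-1-5 in Phe11 liver, where replicate 6 had a normalised count of 47.8 (46 reads) and replicates 4, 20 and 21 had 34.7, 32.8 and 32.2. The deeper library is not the one apart at this locus, since replicate 21 was the lowest with 32.2. Chance among the groups examined stays open for both, and no biological explanation was tested.

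The change on loss of a tRNA-Phe gene differed between brain and liver in the joint edgeR fit (two-sided, with wild-type liver replicates 1 and 22 entered as separate libraries). For Phe11 it differed at 21 of 205 loci (45 at an unadjusted p under 0.05), for Phe21 at 12 of 198 (36 unadjusted) and for the libraries labelled Phe31 at 11 of 180 (24 unadjusted). When genotypes were reassigned within each tissue, 2 of 100 splits, the real one included, called as many loci for Phe11 (the other called 23), 10 of 100 for Phe21 (up to 28) and 4 of 100 for Phe31 (up to 16). The median count of the other splits was 0 for each knockout. Brain and liver were reassigned separately, so a split could keep or mirror the real grouping of either tissue. Such a split still carries the change of that tissue. Splits that reach the real counts therefore cannot decide whether the tissue difference arose by chance. Brain had 66.6 reads per locus and library and liver 25.3, so tissue and depth go together in these counts. For Phe31, tissue and batch go together too, since its liver libraries and their wild types are by elimination a batch of their own.

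In Phe11 the difference, liver minus brain on the log2 scale, was -2.42 at tRNA-Ala-TGC-4-1 (0.05 in brain, -2.38 in liver, adjusted p 8.10e-11 by edgeR), -2.03 at tRNA-Asp-GTC-1-7 (-0.23 and -2.26, adjusted p 2.93e-12 by edgeR) and -1.32 at tRNA-Gln-CTG-1-1 (1.38 and 0.07, adjusted p 0.00853 by edgeR). It was 0.90 at tRNA-Asp-GTC-1-5 (-0.03 and 0.87, adjusted p 0.00276 by edgeR) and 0.72 at tRNA-Pro-CGG-1-1 (-0.15 and 0.57, adjusted p 0.0132 by edgeR). In Phe21 it was 0.67 at tRNA-Ala-TGC-3-1 (0.18 and 0.84, adjusted p 0.00387 by edgeR), 1.02 at tRNA-Asp-GTC-1-5 (-0.08 and 0.94, adjusted p 9.19e-04 by edgeR) and -1.36 at tRNA-Ser-GCT-3-1 (-0.13 and -1.49, adjusted p 1.85e-05 by edgeR). For the libraries labelled Phe31 it was -0.97 at tRNA-Arg-CCT-1-1 (0.21 and -0.76, adjusted p 0.0149 by edgeR), -1.54 at tRNA-Asp-GTC-1-7 (-0.12 and -1.66, adjusted p 0.00628 by edgeR), 0.87 at tRNA-Leu-AAG-1-2 (-0.54 and 0.32, adjusted p 0.0123 by edgeR) and 0.82 at tRNA-Ser-GCT-4-3 (-0.05 and 0.77, adjusted p 0.0258 by edgeR). For the Phe21 loci, fits over the libraries whose number occurs in both tissues are given below, and the Phe21 loci named here kept their calls there. In Phe11, tRNA-Ala-TGC-4-1 and tRNA-Asp-GTC-1-7 may lie near the deleted gene, as genes of both anticodons lie near n-TFgaa7. Peaks there fell in Phe11 liver, by -1.85 on n-TAtgc5 and -1.66 on n-TDgtc14 (log2 fold, authors' deposited table). The study's text describes lower accessibility around the deleted gene in liver, including tRNA-Asp and tRNA-Ala loci. Locus names are not paired with positions, so this was not tested. No other technical explanation was tested for these single loci beyond the splits above, and tissue stays open as untested.

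The deleted tRNA-Phe-GAA-1-1 fell less in Phe11 brain than in Phe11 liver, with a difference of -1.51 (-1.51 in brain, -3.01 in liver, adjusted p 0.00555 by edgeR). General background in brain would leave reads at every deleted locus, yet only 4.82% of the wild-type value was left at tRNA-Phe-GAA-3-1 in Phe31 brain, against 34.0% at tRNA-Phe-GAA-1-1 in Phe11 brain. Reads shared between the copies of the tRNA-Phe-1 group would leave the same share of the other copies in both tissues. The reads left were 14.03% ± 2.38 (SD, n = 4) of those at copies 1-2 to 1-5 in brain and 2.37% ± 1.23 (SD, n = 4) in liver, with no overlap (exact two-sided permutation test, p = 0.0286, the smallest possible). Both values argue against these explanations as the whole cause. Reads from the 50 nt on each side of the gene, which the counts include, may still differ between the tissues, and tissue itself stays open as untested.

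In Phe21, tRNA-Phe-GAA-1-2 went apart between tissues, with a difference of -0.93 (0.27 in brain, -0.66 in liver, adjusted p 0.0117 by edgeR). The call was lost in a fit of the 10 libraries whose number occurs in both tissues (-0.81). The log2 change in liver was -0.44 within batch 1. That fit differs from the one over both batches only by leaving out wild-type replicate 24. It therefore cannot decide on a batch difference among the wild-type livers. The fit of 10 libraries that lost the call also lacked replicate 24 in liver. High values by chance in the wild-type livers shared with the Phe11 comparison could lower the locus in both liver comparisons. Its share of the 7 loci was between 14.8% and 18.9% in the wild-type livers of this comparison, between 10.9% and 19.5% in the wild-type livers compared with the libraries labelled Phe31 and between 8.83% and 14.4% in Phe21 liver. As the ranges of the wild-type groups overlap, such chance and an effect of the deletion cannot be told apart for this locus, and tissue stays open as untested.

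For Phe31, tRNA-Phe-GAA-3-1 had a difference of 3.90 (-4.28 in brain, -0.38 in the liver libraries labelled Phe31, adjusted p 1.58e-07 by edgeR) and tRNA-Phe-GAA-1-1 had one of -3.05 (0.00 in brain, -3.04 in liver, adjusted p 0.00426 by edgeR). The liver libraries labelled Phe31 thus kept the locus their label names and lost another. Shallow depth is argued against, because the lowest of the 3 labelled libraries had 69.8% of the wild-type mean at tRNA-Phe-GAA-3-1, where the highest Phe31 brain library had 6.20%. In reads, 23 were counted there, where 1.47 would be left at the share kept in Phe31 brain and 30.6 if the locus were kept, and at tRNA-Phe-GAA-1-1 2 were counted against 17.9 if kept. A candidate explanation is that mice without tRNA-Phe-GAA-1-1 carry the Phe31 label in liver. The 13 other loci lowered in Phe11 liver had a median log2 change of -0.31 in these libraries in the fit with no filter, with 10 of 13 lower, a median at the 1.87 percentile of 10000 random sets (2.5th percentile -0.28, median of all loci -0.03). For the 11 of these that passed the filter in both comparisons it was at the 2.28 percentile. Peaks gave no single answer. Of the 2089 pairs of overlapping differential peaks of Phe11 liver and the labelled Phe31 liver, 17.8% went the same way in the authors' deposited table. Of the 1744 such pairs of Phe11 brain and the labelled Phe31 liver, 77.5% did in the authors' deposited table. Phe11 and Phe21 liver, of different genotypes with 3 wild-type libraries in common, went the same way in 98.0% of 2175 pairs in the authors' deposited table. Peak direction may therefore follow the wild-type libraries used, which was not tested. Direction also went with peak level. The median log2 concentration of raised and of lowered peaks was 6.97 and 4.74 in Phe21 liver and 5.73 and 5.29 in Phe11 liver. It was 5.34 and 7.02 in the labelled Phe31 liver. In Phe11 brain it was 5.92 and 5.21, so level does not account for its pairs with the labelled Phe31 liver. Wild-type libraries, depth and level cannot be told apart here. That the mice came from the same stock as the Phe11 mice is less easily reconciled with the peak in Zfp932 that Phe11 livers lacked. It is a consensus peak of the labelled Phe31 comparison (chromosome 5, 109996191 to 109996653), and the authors' deposited table lists 0 peaks there as lowered. Since that table lists passing peaks alone and a variant can segregate within a stock, a common stock and separate stocks cannot be told apart. The label conflict stays a hypothesis, found and tested on the same libraries, and a tissue difference stays open as untested.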

How the results depend on the processing

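The loess correction, the edgeR fit without a batch term, the averaging of wild-type liver replicates 1 and 22, the batch correlation without them and the fits over shared numbers were chosen only after the result was seen, as were the counts of other splits of the single comparisons and the test of a trend along the level of the loci. No locus named singly changed direction with a call in either fit (0). Changes of sign without a call occurred at 11 of the values at loci named singly in fits that left out 1 library and at 6 under other settings, tRNA-Phe loci included. The Phe21 liver sums moved across 100% and the direction of the majority of the Phe21 liver calls changed with the setting. Of the values under other settings for the main results, 134 kept their direction and their side of the threshold or moved by less than the spread, 32 were weaker, 9 stronger and 24 moved. In fits that left out 1 library 148 were the same, 10 weaker and 2 stronger. Of 64 values at loci named singly, other settings left 41 unchanged, 21 lost their call under at least 1 setting and 2 gained one, and fits that left out 1 library, made for 60 of them, left 47 unchanged, with 12 weaker and 1 stronger. Unless stated, the cause of a change was not tested.

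The number of tRNA loci called in Phe11 brain (74, 39 higher and 35 lower) was 34 under DESeq2, 6 in batch 1 alone, 61 in batch 2 alone and 42 after the loess correction. It was 57 without trend (37 higher, 20 lower) and 75 with equal library totals (48 higher, 27 lower). Of the 42 loci after loess, 35 were among the 74. A trend along the level of the loci is thereby argued against as the whole cause, though 39 of the 74 lost their call and it may account for these. In Phe21 brain (0, with 43 at an unadjusted p under 0.05) the count was 9 under TMM (7 higher, 2 lower) and 2 under edgeR. In Phe31 brain (2) it was 1 with a mean of at least 30, 1 under TMM, 1 without trend and 1 under DESeq2. In Phe11 liver (25, 11 higher and 14 lower) it was 15 with a mean of at least 30 (5 higher, 10 lower), 12 without trend (4 higher, 8 lower), 11 under DESeq2 (1 higher, 10 lower), 8 in batch 1 alone (1 higher, 7 lower) and 6 in batch 2 alone (0 higher, 6 lower), where fewer libraries entered. In Phe21 liver (27, 17 higher and 10 lower) it was 43 with no filter (18 higher, 25 lower), 8 without trend and 17 under DESeq2 (6 higher, 11 lower). There it was 34 under edgeR (11 higher, 23 lower), 37 under TMM (28 higher, 9 lower), 29 after loess (10 higher, 19 lower) and 27 with equal totals (14 higher, 13 lower), so no direction of the majority holds. In the libraries labelled Phe31 (19, 3 higher and 16 lower) it was 1 without trend, 7 under edgeR, 1 under DESeq2, 22 under TMM (1 higher, 21 lower) and 16 after loess (6 higher, 10 lower). TMM moved the median log2 change of all tested loci to 0.18 in Phe21 liver (0.10 before) and to -0.10 in the labelled Phe31 liver (-0.01 before).

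Leaving out each library in turn gave from 56 to 75 loci in Phe11 brain, from 0 to 7 in Phe21 brain (7 without Phe21 replicate 7, 1 without wild-type replicate 2) and from 1 to 3 in Phe31 brain (1 without wild-type replicate 1, 2 or 3 or Phe31 replicate 10 or 11). In liver it gave from 14 to 32 in Phe11 (14 without Phe11 replicate 6), from 18 to 36 in Phe21 and from 6 to 14 in the labelled Phe31 libraries (7 without wild-type a, 7 without b, 6 without c, 11 without labelled Phe31 b).

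The log2 change at the deleted locus was -1.34 in batch 1 and -1.74 in batch 2 of Phe11 brain. It moved with the pseudocount, by construction at low counts, to -4.64 (0.1) and -0.77 (10) in Phe21 brain, to -4.46 and -2.20 in Phe31 brain, to -2.91 and -1.28 in Phe11 liver and to -3.81 and -0.34 in Phe21 liver. Without 1 library it ranged from -1.59 to -1.42 in Phe11 brain, -3.21 to -2.09 in Phe21 brain, -4.10 to -3.61 in Phe31 brain, -2.77 to -2.27 in Phe11 liver, -2.03 to -1.41 in Phe21 liver and -0.52 to -0.21 at 3-1 in the labelled Phe31 liver.

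The sum over the 7 tRNA-Phe loci in Phe21 liver was 103% of wild type under TMM (97.6% before) and that over the 6 intact loci 105% (99.0% before). Without 1 library the sums over 7 and over 6 loci were 77.5% to 80.4% and 91.2% to 96.1% in Phe11 brain, 107% to 112% and 109% to 114% in Phe21 brain, and 94.3% to 100.1% and 106% to 112% in Phe31 brain. In liver they were 86.7% to 88.5% and 96.3% to 98.0% in Phe11, 96.4% to 99.6% and 97.5% to 101% in Phe21, and 82.5% to 96.6% and 83.2% to 101% in the labelled Phe31 libraries. The share of 1-5 in wild-type liver was 13.6% in the libraries of the labelled Phe31 comparison. Isotype sets past the threshold numbered 11 under fry. The correlation of Phe11 with Phe31 brain was 0.29 without the tRNA-Phe loci and 0.37 with a mean of at least 30, that of Phe11 brain with Phe11 liver 0.23 and that of Phe11 with Phe21 liver 0.41 with a mean of at least 30.

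In the authors' deposited table of tRNA loci an s-value under 0.05 gave 122 in Phe11 brain, 3 in Phe21 brain, 45 in Phe11 liver, 44 in Phe21 liver and 7 in the labelled Phe31 liver, and one under 0.001 gave 28, 0, 13, 12 and 1. In the authors' deposited table of peaks an FDR under 0.01 gave 28039, 184, 2567, 8002 and 12388 in the same order, and an absolute fold of at least 1 gave 16204, 10, 913, 817 and 1423. With that fold 15813, 6, 375, 712 and 814 of these were lowered in the authors' deposited table. A stricter threshold lowers these by construction. With an overlap of at least 50% of each peak the shared part of Phe11 brain peaks was 76.3% with Phe21 and 75.4% with Phe31, that of Phe21 with Phe31 brain 92.8%, and in liver 75.6%, 64.3% and 76.2% in the same order.

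The correlation between the batches of Phe11 liver (0.76) was 0.62 without wild-type replicate 1, 0.66 without replicate 22 and 0.63 without both.

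Within a tissue the compared groups share no replicate number, so no paired fit of these comparisons was possible. Between brain and liver, numbers recur within a genotype, though the labels do not say that a number is 1 animal. In Phe21 the deviations of the 5 pairs of libraries with the same number correlated with an r between -0.03 and 0.09, so the numbers were not shown to pair the libraries. With the number as a replicate block, over the 10 libraries whose number occurs in both tissues, the change differed between tissues at 9 of 198 loci in Phe21 (12 with all libraries), 8 of them among the 12, and the same 10 libraries without the block also gave 9. Of the loci named, tRNA-Phe-GAA-1-2 alone was not called, with a difference of -0.79 with the block and -0.81 without it (adjusted p 0.143 and 0.124 by edgeR, the range over its alternatives). As it was not called without the block either, the block alone did not cause this. For Phe11 only 1 knockout number recurs, and the liver columns labelled Phe31 carry no number, so no such fit was made.

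The planned test of loci near the deleted gene and its alternatives were not run, since the names of loci are not paired with positions. A batch term or a single batch was not run for Phe21 and Phe31 brain and the labelled Phe31 liver, which hold 1 batch or no sample number. Depth limits 2-1 in both tissues (23 and 7 wild-type reads) and 1-1 and 3-1 in the labelled Phe31 liver, and in liver changes of 0.5 (log2) were recovered in 23.9% to 46.5% of simulated loci.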

Other observations

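The counts of other splits of the single comparisons, the comparison of library pairs and the tests of missing peaks in this part were chosen only after the result was seen.

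For the number of loci called in Phe11 brain, 1 of the 34 splits of the 8 libraries that could be fitted called as many, which was the real one. The split that follows the batch could not be fitted beside the batch term, and without that term 1 of 35 called as many and the batch split called 0. In Phe11 liver 1 of 34 splits called as many, and without the batch term 1 of 35, with 0 for the batch split. With wild-type replicates 1 and 22 averaged 1 of 35 did, and the next largest called 7. In Phe31 brain, Phe21 liver and the labelled Phe31 liver 1 of 10 splits called as many, a share that 3 against 3 libraries never bring under 0.1, so chance and genotype cannot be told apart by this count. In Phe21 brain the count was 0, which 10 of 10 splits reach by construction (43 loci had an unadjusted p under 0.05).

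Wild-type liver replicates 1 (9287 reads) and 22 (6186 reads), of different batches per the labels, had closer counts than independent sampling gives, with a chi-squared per degree of freedom of 0.440 (p 5.66e-15, Benjamini-Hochberg adjusted p 1.37e-12 over all pairs of libraries within a tissue). The next closest pair, wild-type brain 3 and 18, had 0.741 (adjusted p 0.0536). The smaller library exceeded the larger at 15 loci, where sampling gives 48.5. Independent libraries are argued against by both values. A candidate explanation is that the 2 share reads or are 1 library sequenced in 2 batches, and how this arose stays open. No biological explanation was tested.

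Peaks at the floor in the knockout (a log2 concentration of at most 0.5) and present in wild type (at least 3) numbered 28 in Phe11 brain, 3 in Phe21 brain, 0 in Phe31 brain, 7 in Phe11 liver, 11 in Phe21 liver and 3 in the labelled Phe31 liver in the authors' deposited table. The reverse numbered 0, 0, 0, 5, 1 and 0. The peak in Zfp932 on chromosome 5 was at 0.47 against 8.03 in Phe11 brain, 0 against 8.13 in Phe21 brain, 0 against 6.84 in Phe11 liver and 0 against 6.78 in Phe21 liver in the authors' deposited table, and was listed in neither Phe31 comparison. The other 2 of Phe21 brain lay in Adamts18 on chromosome 8 and on chromosome 7 (109094411 to 109094625), with no consensus peak in liver. A deletion next to the targeted gene is argued against, since the nearest tRNA-Phe gene is 15.4 Mb from the peak in Zfp932 and none is annotated on chromosomes 7 and 8. A variant carried by mice of both lines may explain these peaks, as 3 of the 3 at the floor in Phe21 brain were also at the floor in Phe11 brain. A variant peculiar to the wild-type mice used would lower these peaks in Phe31 brain too, which was compared with the same 3 wild-type libraries as Phe21 brain. All 3 are consensus peaks there, and 0 are listed as lowered in the authors' deposited table, which goes against such a variant. As that table lists passing peaks alone, it is not excluded. An effect of either deletion stays open as untested.

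The wild-type livers a, b and c differed from the other wild-type livers, with a chi-squared per degree of freedom between 2.19 and 2.59 for each pair, against 0.92 to 1.08 among the 3. By elimination from the labels these 3 are the wild-type livers of batch 3, which holds none of the others. The difference therefore goes with batch, and batch and animals cannot be told apart. Wild-type brain replicate 2 had 2 reads at 2-1, where the other 2 had 12 and 9. In Phe21, 3-1 was at 73.2% of wild type in brain and 60.8% in liver.

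The mean of own recovered reads was 44.6 per locus and library, and 1428 per locus summed over the 32 libraries. This sum, of reads and not of cuts, is lower than the value quoted from the study above.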
